A study of Homo sapiens with 6 samples. Its data were reported in "Networking of differentially expressed genes in human cancer cells resistant to methotrexate" (2009).

How the data were processed

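Total RNA of Saos-2 cells, a human osteosarcoma line, had been hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, which read each transcript with 1 or more probe sets. The labels place 3 arrays in the MTX-sensitive (parental) group and 3 in the MTX-resistant group, and the replicate numbers come from the same labels. According to the methods of the study, resistant cells had been selected by stepwise exposure to methotrexate up to a micromolar concentration and were kept in medium without glycine, hypoxanthine and thymidine and with dialyzed serum, whereas sensitive cells grew in complete medium. Drug exposure, medium and selection thus differed together between the groups. Triplicate samples were prepared of each. The study speaks of triplicate or independent experiments for its expression values, but does not say whether the array samples came from separate cultures. The p-values therefore measure only the spread between these samples, which may be technical.

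The deposited values are intensity values on a linear scale: MAS5 signals, 1 per probe set and array, with no version of MAS5 given in the sources used here. The authors' later steps in GeneSpring GX, which divided each array by its median and each gene by the median of the sensitive samples, are not in these values. Detection calls were not used here. The signals were not yet brought to a common level, with array medians from 11.9 to 13.5. A total of 6 values of exactly 0 were set to 0.1. Each signal was divided by the median of its array, as the methods of the study describe, and log2 was taken. The 62 control probe sets were left out of the tests. Of the 54675 probe sets, 25409 had a mean log2(signal / array median) above 0 over the 6 arrays and were tested. This filter stands in place of the control strength filter of the methods.

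Gene names came from the platform annotation given for the probe sets, with symbols taken through the gene number from the RefSeq table of assembly GRCh38.p14, which changed 0 of them. In all, 41097 probe sets carry 1 gene symbol, 1801 several and 11777 none. For each gene the probe set with the highest mean over the 6 arrays was kept, which left 11509 genes. RefSeq was used only for names, chromosomes and the order of genes along them, and no coordinates are given. A planned result on a single gene is not reported here because no probe set carries its name in this annotation, nor is a gene whose probe set can share sequence with it. The probe sets of the UGT1A family carry several symbols and are not reported either, nor is 1 of the gene lists described next.

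Differences were fitted in R 4.3.3 with limma 3.58.1 (lmFit on the group, then eBayes), with no covariates, and p-values were adjusted by the Benjamini-Hochberg method. A probe set or gene was called at an adjusted p below 0.05 and a change of at least 2-fold, the thresholds of the methods. Every adjusted p of a gene is from this limma fit. Changes are log2 values of MTX-resistant minus MTX-sensitive, with standard errors (SE) from the fit. Fixed gene lists, 30 in number and 7 of them cell type markers, were tested with camera of limma (two-sided, preset correlation between genes of 0.01, adjusted over the 27 lists with at least 3 tested genes) and again with an estimated correlation, and fry tested whether the members of a list moved 1 way on balance. Of 579 list members, 419 were tested. The lists were written before the data were examined but after the study and its list of changed genes for these cells had been read. The lists of mitosis, IGF-binding proteins, TGF-beta response and matrix genes were therefore not blind choices. Nor was a list of neighbouring genes on chromosome 5, which holds SSBP2 and ATG10, genes the study named. The genes of each chromosome were tested in the same way. Values of whole arrays were compared with exact two-sided permutation tests, for which 3 arrays against 3 give a smallest p of 0.1.

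The genes named were fixed by rule before the data were examined. They are the genes the study names for Saos-2 cells, the members of the folate list, the 10 largest rises and 10 largest falls among called genes whose groups did not overlap and whose higher group had a log2 level of at least 2, and up to 4 called members of each list with the largest change, or the brightest member where none was called. The probe set fit was tested on simulated arrays drawn from the means and spreads of the 25409 probe sets. For log2 changes of -3, -1.5, 1.5 and 3, it called 88%, 70%, 72% and 90% of 50 changed probe sets each in the right direction, with 4 false calls among 25209. In the gene list step, run on 11509 simulated genes, the 1 shifted list of 30 was called and 0 of the lists sharing no gene with it. The draws used means and spreads only, so this step cannot show how often lists whose genes move together are called falsely. The estimated correlation was 0.60 for the mitosis list and 0.34 for the amino acid and ER stress list.

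Alternatives were quantile normalization, scaling to the 75th percentile, no further scaling, a pseudocount of 0.25, a floor of 0.5, no filter, a filter at 1, eBayes with trend and robust, the replicate number as a block, the methods' t-test with equal or unequal variances, no fold threshold, treat at 1.2-fold, the mean of all probe sets of a gene, leaving out probe sets that can share sequence (_s_at, _x_at and _a_at), an estimated correlation and leaving out each array. Scaling to the hybridisation controls was added after the data were seen. The number of arrays limits the precision of all values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.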

Results

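Gene expression was compared between methotrexate (MTX)-sensitive Saos-2 osteosarcoma cells and cells of the same line selected for resistance to micromolar MTX, an antifolate drug, to find which transcripts differ once resistance is established. There were 3 arrays of each group. The 75th percentile of the signal was 81.5 ± 2.96 in sensitive and 64.9 ± 5.80 in resistant arrays (SD, n = 3, exact permutation p = 0.1, the smallest this design allows). The hybridisation controls, added in fixed amounts, were at 889 ± 76.0 and 982 ± 85.3 (SD, n = 3, exact permutation p = 0.3). The log2 ratio of 3' to 5' signal of GAPDH and ACTB, a sign of RNA quality, was 0.14 ± 0.02 and 0.11 ± 0.02 (SD, n = 3, exact permutation p = 0.3). Arrays of 1 group correlated at 0.962 to 0.973 and arrays of different groups at 0.897 to 0.910, across probe sets, which are not independent replicates.

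In the resistant cells SLC19A1, the reduced folate carrier that brings MTX into cells, fell to near background, and 16 of 20 genes of the amino acid and ER stress response, such as NUPR1 and TRIB3, fell with it. Of 30 genes of mitosis, 28 rose. With an estimated correlation the group calls of both lists were lost (adjusted p = 0.598). The secreted factors MFAP5, CXCL12, IGFBP7 and the Wnt inhibitor DKK1 were among the largest rises. Genes of chromosome 21, on which SLC19A1 lies, were lower as a group, a call lost with an estimated correlation (adjusted p = 0.99). Of 11509 genes tested, 531 were higher and 1333 lower in resistant cells. Of 25409 probe sets, 1040 were higher and 2880 lower, that is 26.5% and 73.5% of the calls. This split depended on the scaling. After quantile normalization 1637 probe sets were higher and 1644 lower, or 49.9% and 50.1%, and 819 genes were higher and 740 lower. The median gene had a log2 change of -0.24 with median scaling and of 0.02 with quantile normalization. The shift was strongest at mid levels. Of the genes called, 99.6% had groups that did not overlap, against 58.1% of all genes tested and 10% by chance, a share that the call itself favours.

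**Figure D1:**
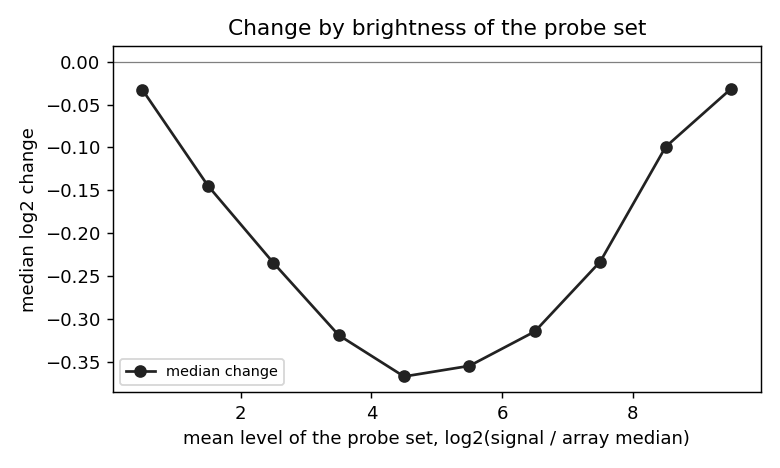
Median log2 change (MTX-resistant minus MTX-sensitive) of the tested probe sets, in bins of their mean level over the 6 arrays, 1 log2 unit wide and open at the top, with each point drawn at the middle of its bin and the top bin drawn at the same width. The median was -0.03 in the dimmest bin, -0.37 between levels 4 and 5, and -0.03 at levels of 9 or more.

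The 10 largest rises are plotted array by array. HSPB1, a small heat shock protein, had a signal of 4.17 ± 3.50 in sensitive and 213 ± 26.6 in resistant cells (SD, n = 3), a log2 change of 6.08 (SE 0.49, adjusted p = 0.000271). The imprinted gene MEST rose by 6.06 and COL3A1, a fibrillar collagen, by 5.42. MFAP5, a microfibril protein, rose from a log2 level of 1.81 ± 0.28 to 7.24 ± 0.63 (SD, n = 3) and LRRC17 from 3.64 ± 0.16 to 7.43 ± 0.23 (SD, n = 3). The chemokine CXCL12 rose by 4.78 (SE 0.26), IGFBP7, an IGF-binding protein, by 4.67 (SE 0.20), DKK1 by 4.29 (SE 0.33), ST6GAL2, a sialyltransferase, by 4.01 (SE 0.70) and ADRA2A, an adrenergic receptor, by 3.96 (SE 1.06). The change of ADRA2A was 2.62 without sensitive replicate 3, and 4.55 and 4.72 without sensitive replicates 1 and 2. The call of ADRA2A was lost without resistant replicate 2 (adjusted p = 0.0556) or resistant replicate 3 (adjusted p = 0.0617), with no filter (adjusted p = 0.0918), with trend and robust (adjusted p = 0.0648), and with the methods' test at equal (adjusted p = 0.0995) and unequal variances (adjusted p = 0.168). Single arrays also moved the size of other rises, to 6.71 for HSPB1 without sensitive replicate 2, 6.89 for MEST without sensitive replicate 3, and 4.61 and 3.15 for ST6GAL2 without sensitive replicates 1 and 3. The call of ST6GAL2 was lost with the methods' test at unequal variances (adjusted p = 0.0941).

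Among the falls, LTF, the iron-binding protein lactoferrin, dropped from 356 ± 18.2 to 1.40 ± 0.61 (SD, n = 3), a log2 change of -7.98 (SE 0.30, adjusted p = 4.8e-05). SLC19A1 dropped from 163 ± 29.9 to 2.60 ± 0.76 (SD, n = 3), a change of -5.91 (SE 0.26, adjusted p = 4.8e-05), and both of its probe sets were called. The transcription factor FOXP2 fell by 6.81 (SE 0.91), and IRX1, another, was 64.0-fold lower (log2 SE 0.16). The transcripts LOC151760 and BANCR fell by 5.65 and 5.51, and NGFR, a neurotrophin receptor, by 5.11 (SE 0.73). NUPR1, a stress-induced nuclear protein, fell by 5.13 (SE 0.14), and TRIB3, a stress-induced pseudokinase, by 5.06 (SE 0.29). BACE2, a protease encoded on chromosome 21, fell by 4.97 (SE 0.20). In 12 of these 20 genes, 5 rises and 7 falls, the lower group lay below the array median, so that the size of the change is approximate there. The array medians, 11.9 to 13.5, were themselves close to background, as controls without added target had 95th percentiles of 8.37 to 11.97. The lower groups of CXCL12, DKK1 and LOC151760 had mean signals of 14.8, 15.9 and 19.2, not far above. Their sizes are therefore approximate too. With a pseudocount of 0.25 the changes of HSPB1, LTF and SLC19A1 were 5.04, -6.23 and -4.76. That of LTF was -5.75 with a floor of 0.5, and that of SLC19A1 -4.39 as the mean of probe sets. The change of FOXP2 was -5.69 and -7.75 without resistant replicates 1 and 3. That of BANCR was -4.54 without resistant replicate 2, and that of LOC151760 -4.96 without resistant replicate 3. That of NGFR was -4.36 and -5.95 without resistant replicates 2 and 3. Other alternatives gave larger changes, up to -7.42 for LOC151760, -5.81 for BACE2, 6.04 for CXCL12 and 6.85 for MFAP5. With the methods' test at unequal variances the calls of FOXP2, LOC151760, BANCR and NGFR were lost (adjusted p = 0.0834, 0.0535, 0.0846 and 0.0752). With median scaling and all arrays, HSPB1 and LRRC17 had the largest and smallest of these rises, 6.32 and 4.03 relative to the median gene. LTF and BACE2 had the largest and smallest of these falls, -7.74 and -4.73. These ranks did not hold throughout. NGFR and BANCR fell less than BACE2 without resistant replicate 2, and ADRA2A and ST6GAL2 rose less than LRRC17 without sensitive replicate 3.

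**Figure D2:**
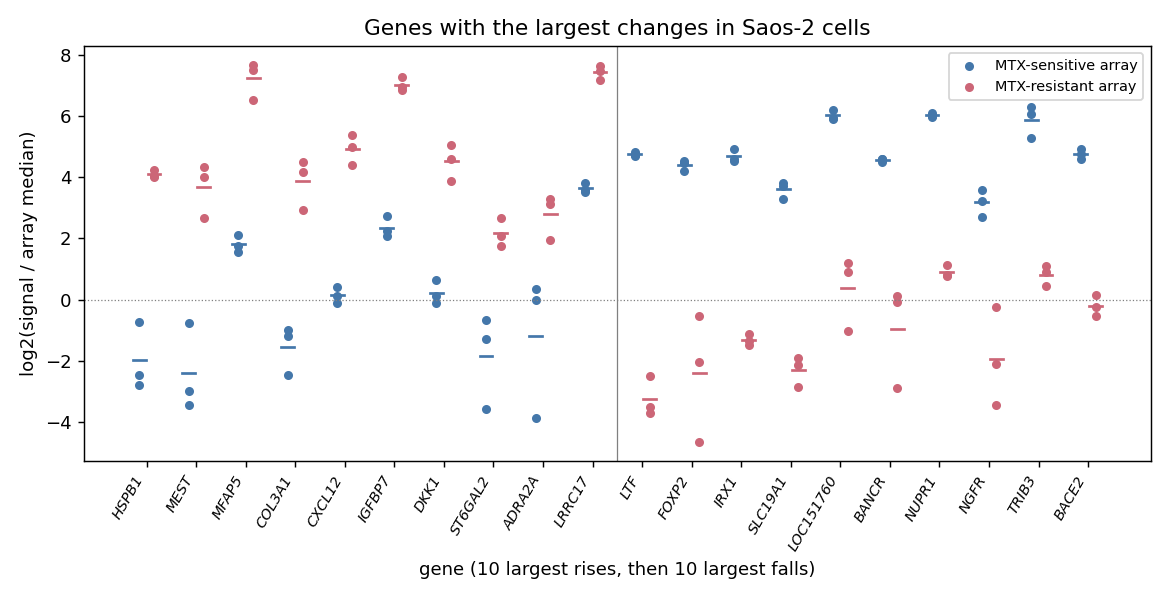
Level of the 10 genes with the largest rises and the 10 with the largest falls, as log2(signal / array median), 1 point per array and a bar at the mean of each group of 3 arrays. The genes were chosen among those whose groups do not overlap, and LTF has the largest change, from 4.75 to -3.23.

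The study named genes changed in common between Saos-2 and other resistant lines, and these were examined probe set by probe set. PIK3R3, a regulatory subunit of phosphoinositide 3-kinase, rose 4.44-fold on its brighter probe set (log2 change 2.15, SE 0.16, adjusted p = 0.000481) and was also called on the dimmer one (log2 change 2.81, SE 0.74, adjusted p = 0.0246). SSBP2, a single-stranded DNA binding protein, rose 2.03-fold on its brightest probe set (adjusted p = 0.00436) and was called on 3 of 4 probe sets. At gene level, the log2 change of SSBP2 was 1.02, and it was under 2-fold without sensitive replicate 1 (0.89), without resistant replicate 3 (0.96), with no further scaling (0.93) and with hybridisation control scaling (0.79). The autophagy gene ATG10 rose 2.19-fold on 1 of 3 probe sets (adjusted p = 0.00265). The brightest ATG10 probe set had a log2 change of 0.98 (adjusted p = 0.0193), just under the fold threshold, which it passed after quantile normalization (adjusted p = 0.00872). The elongation factor EEF1A1 gave different values on its probe sets. The 4 brightest, at log2 levels from 9.08 to 9.67, had changes of 0.04 to 0.08, none with a call, whereas a dimmer one, at 2.90 in sensitive cells, rose 2.05-fold (log2 change 1.03, SE 0.16, adjusted p = 0.00341) and the dimmest, at 1.74, had a change of -0.55 (SE 0.20, adjusted p = 0.0745). The 4 brightest can share sequence with other transcripts, and without shared-sequence probe sets EEF1A1 was called at gene level (log2 change 1.03, adjusted p = 0.00229). These genes were chosen by the study on these samples, so that their direction is not independent evidence.

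MTX acts on the folate cycle, and of 19 folate enzymes and transporters tested, 2 were higher and 7 lower. Besides SLC19A1, the mitochondrial enzyme ALDH1L2 fell by 2.76 (SE 0.12), MTRR, which restores methionine synthase, by 1.35, SHMT2 by 1.28, the folate receptor FOLR1 by 1.16, MTHFD2 by 1.13 and the purine enzyme GART by 1.06. TYMS, thymidylate synthase, rose by 1.39 (SE 0.12, adjusted p = 0.000319). The falls of SHMT2, FOLR1, MTHFD2 and GART were under 2-fold after quantile normalization, with changes of -0.93, -0.83, -0.89 and -0.71. Those of FOLR1, MTHFD2 and GART were also under it with 75th percentile scaling (-0.91, -0.89 and -0.82), and that of GART without resistant replicate 2 (-0.99). The other 10 members, FTCD, ALDH1L1, GGH, MTHFD2L, MTHFD1, FPGS, MTR, SLC25A32, SLC46A1 and ATIC, had changes of -0.48 to 1.01 and were not called. The list as a whole did not differ from other genes (camera adjusted p = 0.988), its median lying -0.15 from the median gene. A test of whether its members moved 1 way on balance gave a fall (fry adjusted p = 0.00166), but it takes no account of the shift of all genes. List counts rest on the brightest probe set of each gene. On these, none of 5 drug efflux pumps was called by limma, though ABCC4 and ABCC5 each had 1 other probe set called lower and 4 pumps had an unadjusted p under 0.05 (camera adjusted p = 0.375), the brightest, ABCC1, having a change of -0.32 (adjusted p = 0.0688).

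Of 20 amino acid and ER stress genes, 16 fell and 0 rose (14 and 0 after quantile normalization), with a median of -1.96 relative to the median gene (camera adjusted p = 2.17e-07; adjusted p = 0.598 with an estimated correlation). NUPR1, TRIB3, the amino acid transporter SLC7A5 (-3.38, SE 0.17) and CTH, an enzyme of cysteine synthesis (-3.21, SE 0.13), had the largest falls. Of 10 genes on a serine and glycine list, 6 fell and 0 rose, against 4 and 0 after quantile normalization (camera adjusted p = 0.0293). The camera adjusted p was 0.598 with an estimated correlation and 0.239 without shared-sequence probe sets. Those that fell were PSAT1, PHGDH, PSPH, SHMT2 and the carriers SLC1A5 and SLC1A4. AMT, DLD, GCSH and the carrier SLC38A2 were not called. The list thus mixes synthesis enzymes with other genes, and its test is not one of synthesis alone. PSAT1 fell by 2.53, PHGDH, the first enzyme of serine synthesis, by 1.73, and the carriers SLC1A5 and SLC1A4 by 1.62 and 1.58. The medium of the resistant cells differed from that of the sensitive cells in glycine and serum. Among 11 antioxidant and aldo-keto reductase genes, 3 fell (camera adjusted p = 0.333), namely the cystine carrier SLC7A11 by 3.13, ME1 by 1.34 and GCLM by 1.28, of which ME1 and GCLM were under 2-fold after quantile normalization (-0.97 and -0.95), and GCLM as the mean of probe sets (-0.94).

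Mitotic genes were higher as a group, with 28 of 30 higher, 0 lower and a median of 1.82 relative to the median gene (camera adjusted p = 1.19e-23; adjusted p = 0.598 with an estimated correlation). The kinesin KIF20A rose by 3.07 (SE 0.31), the kinase AURKA by 2.86 (SE 0.22), DLGAP5 by 2.79 (SE 0.25) and the cyclin CCNB1 by 2.65 (SE 0.17). Of 30 DNA replication genes, 3 rose (6 after quantile normalization), CDT1 by 1.62, CCNE2 by 1.21 and ORC1 by 1.16, and the list was higher than other genes (camera adjusted p = 0.000635; adjusted p = 0.609 with an estimated correlation). CCNE2 and ORC1 were under 2-fold with hybridisation control scaling (0.98 and 0.92). Among 18 pyrimidine nucleotide genes, TK1 rose 2.83-fold (log2 SE 0.14), TYMS as above, and RRM2, a subunit of ribonucleotide reductase, by 1.31 (camera adjusted p = 0.0609). This list was called in 10 of 19 alternatives, whose adjusted p ran from 0.0147 to 0.679, with 0.0387 after quantile normalization, 0.0496 without sensitive replicate 1, 0.0396 without resistant replicate 2 and 0.049 without resistant replicate 3. In the purine list 2 of 16 fell, PFAS by 1.12 and GART (camera adjusted p = 0.988), and PFAS was under 2-fold after quantile normalization (-0.81) and with 75th percentile scaling (-0.88). The calls of the purine list thus turned with the scaling: after quantile normalization 0 members were lower and 2 higher, PRPS1 at 1.26 and PNP, which had changes of 0.91 and 0.87 with median scaling and were named after their values were seen. Because the mitosis list was fixed with knowledge of the study's list for these cells, its direction is not independent evidence.

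Cholesterol synthesis genes were higher as a list, with 3 of 16 called, against 7 after quantile normalization (camera adjusted p = 0.000567; adjusted p = 0.598 with an estimated correlation). ACAT2 rose by 1.97 and STARD4 by 1.27. IDI1 rose by 1.04 on a probe set with shared sequence, while without shared-sequence probe sets its change was -0.41, and it was under 2-fold without sensitive replicate 3 (0.96), without resistant replicate 3 (0.92), with no further scaling (0.95), with hybridisation control scaling (0.80) and as the mean of probe sets (0.42). Of 23 glycolysis and hypoxia genes, 2 rose, PDK1 by 1.17 and ALDOC by 1.13, and VEGFA fell by 1.90, against 5 higher and 1 lower after quantile normalization (camera adjusted p = 0.00272; adjusted p = 0.609 with an estimated correlation). The change of ALDOC was 0.96 without sensitive replicate 3, and those of ALDOC and PDK1 were 0.90 and 0.94 with hybridisation control scaling. A list of neighbouring genes on chromosome 5, which holds SSBP2 and ATG10, had 2 of 20 higher, ARSB by 1.19 and SSBP2, against 4 after quantile normalization (camera adjusted p = 0.019; adjusted p = 0.609 with an estimated correlation, adjusted p = 0.118 with no filter and adjusted p = 0.13 without shared-sequence probe sets). ARSB was under 2-fold with hybridisation control scaling (0.96). SSBP2 and ATG10 had been chosen by the study on these samples, so the direction of this list is not independent evidence. The list was not tested without them.

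**Figure D3:**
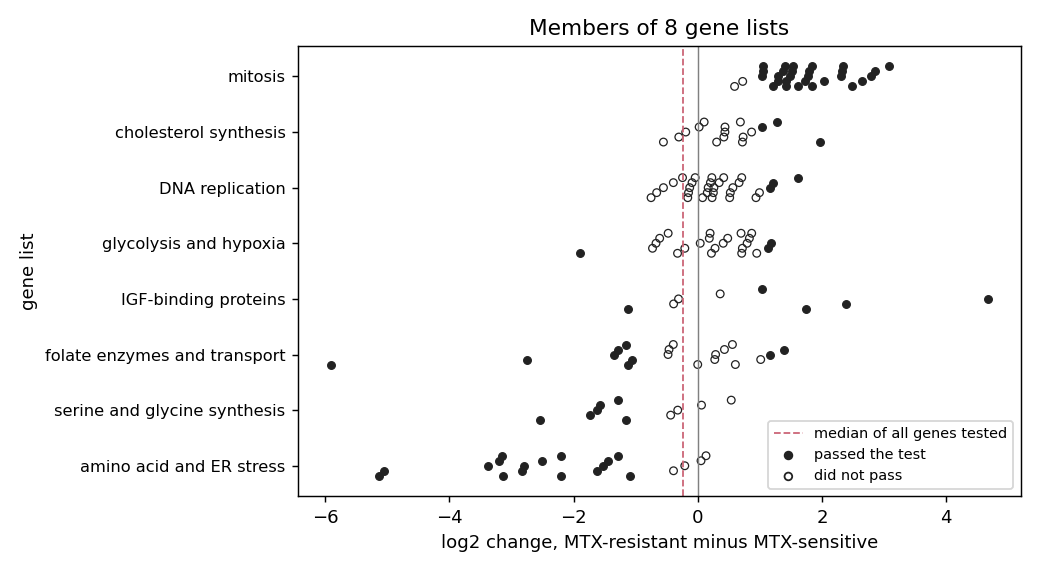
Log2 change (MTX-resistant minus MTX-sensitive) of each tested member of 8 gene lists, 1 point per gene, filled where the gene passed the test, with the median of all genes at -0.24 as a dashed line. Mitotic genes lie to the right, with 28 of 30 filled, and amino acid and ER stress genes to the left, with 16 of 20 filled.

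Of 8 IGF-binding proteins, ligands and receptors, 4 rose and 1 fell (camera adjusted p = 0.0301; adjusted p = 0.598 with an estimated correlation, 0.0838 after quantile normalization, 0.11 with 75th percentile scaling, 0.0788 as the mean of probe sets and 0.126 without shared-sequence probe sets). IGFBP7, IGFBP3 and IGFBP5 rose by 4.67, 2.39 and 1.74, while IGFBP4 fell by 1.12 and was under 2-fold after quantile normalization (-0.76), with 75th percentile scaling (-0.88) and without resistant replicate 2 (-0.95). Matrix genes had 4 of 25 higher and 1 lower, against 6 and 0 after quantile normalization (camera adjusted p = 0.0638, and 0.043 with no further scaling, 0.0268 with hybridisation control scaling, 0.0496 without sensitive replicate 1 and 0.049 without resistant replicate 3, but 0.198 after quantile normalization and up to 0.655 over all alternatives), with MFAP5 and COL3A1 above, NID2 at 2.08 and TNC, tenascin C, at 1.78. Of 18 TGF-beta response genes 2 were higher and 5 lower, but 3 higher and 1 lower after quantile normalization (camera adjusted p = 0.7). TGFBI rose by 2.89 and ID1 by 2.08, and TGFB2 fell by 2.61 and PMEPA1 by 1.22. The change of ID1 was 2.76 without resistant replicate 2 and 1.55 without resistant replicate 1. The call of ID1 was lost without sensitive replicate 2 (adjusted p = 0.0546), sensitive replicate 3 (adjusted p = 0.0575) or resistant replicate 3 (adjusted p = 0.0619), with no filter (adjusted p = 0.0906), with trend and robust (adjusted p = 0.07), and with the methods' test at equal (adjusted p = 0.096) and unequal variances (adjusted p = 0.178). CCN1, CCN2 and LTBP1, the other members called lower, were under 2-fold after quantile normalization (-0.94, -0.67 and -0.81). PMEPA1 was under it after quantile normalization (-0.86), with 75th percentile scaling (-0.97) and as the mean of probe sets (-0.76). The study's list for these cells was known when these 3 lists were fixed, so their direction is not independent evidence. Wnt targets and inhibitors had 4 of 16 higher and 2 lower (camera adjusted p = 0.259). Besides DKK1, the receptor FZD1 rose by 1.94, while cyclin D1, CCND1, fell by 4.54 (SE 0.93) and RNF43 by 2.37. The signal of CCND1 in resistant cells lay below the array median, so the size of its fall is approximate, and it was -3.30 and -5.19 without resistant replicates 1 and 2. Its call was lost with the methods' test at equal (adjusted p = 0.0561) and unequal variances (adjusted p = 0.138). Counts adjusted over the list alone were those given here for each list except TGF-beta response, where 3 members were higher when adjusted over the list alone. In the purine and osteoblast lists the median lay below the median gene (-0.14 and -0.12) while camera pointed upward, and in the antioxidant and translation lists it lay above (0.003 and 0.05) while camera pointed downward.

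Osteoblast genes went both ways, with 2 of 14 higher and 3 lower, against 3 and 2 after quantile normalization (camera adjusted p = 0.988). OMD rose by 1.97 and TNFRSF11B, the decoy receptor osteoprotegerin, by 1.68, while the collagen COL1A2 fell by 2.73 and BMP2 by 1.60. In sensitive cells OMD lay below the array median, so the size of its rise is approximate, and it was 1.30 without sensitive replicate 1. The call of OMD was lost without resistant replicate 1 (adjusted p = 0.0554), without resistant replicate 2 (adjusted p = 0.0678), with no filter (adjusted p = 0.0989), and with the methods' test at equal (adjusted p = 0.103) and unequal variances (adjusted p = 0.16). Among 17 apoptosis regulators 3 fell, PMAIP1 by 2.71, BCL2 by 1.53 and BID by 1.14 (camera adjusted p = 0.105, and 0.0308 with no filter, 0.0299 as the mean of probe sets and up to 0.609 over all alternatives). BID was under 2-fold after quantile normalization (-0.82), with 75th percentile scaling (-0.90), as the mean of probe sets (-0.86) and without shared-sequence probe sets (-0.88), and BCL2 as the mean of probe sets (-0.97). Of 17 interferon-induced genes, IFITM1 fell by 1.75, IFIH1 by 1.45 and IFITM3 by 1.24, and IFIT1 rose by 1.46, with 1 higher and 4 lower (camera adjusted p = 0.988). IFITM3 was under 2-fold after quantile normalization (-0.95), and the call of IFIH1, whose lower group lay below the array median, was lost with no filter (adjusted p = 0.0607). In antigen presentation 1 of 12 was higher, HLA-DRB1 by 1.57 (camera adjusted p = 0.562). In DNA repair 1 of 16 was higher, NBN by 1.11 (camera adjusted p = 0.0638, and 0.0446 after quantile normalization, 0.0438 with the stricter filter, 0.0225 as the mean of probe sets, 0.0475 without resistant replicate 2 and up to 0.609 over all alternatives). The change of NBN was 0.99 without sensitive replicate 1, 0.88 with hybridisation control scaling and 0.77 as the mean of probe sets. In translation 1 of 16 was lower, EEF1A2 by 1.78 (camera adjusted p = 0.7). With the methods' test at unequal variances the calls of COL1A2, NID2, STARD4, ALDOC, PDK1, ARSB, IGFBP4 and IFITM3 were lost (adjusted p from 0.0515 to 0.0735), and at equal variances those of HLA-DRB1 and IFIH1 (adjusted p = 0.0528 and 0.0633).

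Markers of other cell types were examined in 7 lists, with 31 members tested. Smooth muscle markers had 3 of 10 higher and 2 lower (camera adjusted p = 0.166), among them MYL9, a myosin light chain, which rose by 3.69 and SMTN by 1.85, and TPM2 and ACTA2, which fell by 2.42 and 1.31. The change of TPM2 was -1.37 as the mean of probe sets and -1.49 without shared-sequence probe sets. Epithelial markers had 1 of 5 lower, KRT18 by 1.22 (camera adjusted p = 0.811), and chondrocyte markers 1 of 6 lower, COL10A1 by 1.23 (camera adjusted p = 0.838). The falls of KRT18 and COL10A1 were under 2-fold with 75th percentile scaling (-0.98 and -0.99), and the call of COL10A1 was lost with no filter (adjusted p = 0.0511) and with the methods' test at equal variances (adjusted p = 0.0508). At unequal variances that of KRT18 was lost too (adjusted p = 0.0549). None of 4 osteoclast markers was called by limma, and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.292), the brightest being CTSK with a change of 0.45 (adjusted p = 0.0373). The adipocyte, blood cell and endothelial lists had 2 tested members each, too few for a test, and PPARG, CD53 and PECAM1 had changes of -0.55, 0.42 and -0.13 without a call. An unadjusted p was under 0.05 for 1 adipocyte marker and for 0 of the other 4 in the limma fit.

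Since cultures kept apart can come to differ in chromosome content, the genes of each chromosome were tested together. Chromosome 21 stood apart, with 55 of 116 genes lower and 1 higher, and a median of -0.71 relative to the median gene (camera adjusted p = 4.4e-07, and 1.21e-08 after quantile normalization; adjusted p = 0.99 with an estimated correlation). SLC19A1 and BACE2 lie on this chromosome. Chromosome 5 had 56 of 544 genes higher and 74 lower, with a median of 0.23 relative to the median gene, and camera pointed upward (camera adjusted p = 0.0554), and chromosome 3 had 20 of 652 higher and 116 lower (camera adjusted p = 0.108). For chromosome 5 the adjusted p was 0.045 with no further scaling, 0.0397 with hybridisation control scaling, 0.0426 as the mean of probe sets, 0.0392 without sensitive replicate 3 and 0.0483 without resistant replicate 3. It was 0.121 after quantile normalization, 0.465 with no filter, 0.0879 without resistant replicate 2 and 0.99 with an estimated correlation. In the plot of genes in order, made after the values were seen, the fall on chromosome 21 lies toward one end, where the lowest median of 25 neighbouring genes was -1.52, from SH3BGR to UBE2G2.

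**Figure D4:**
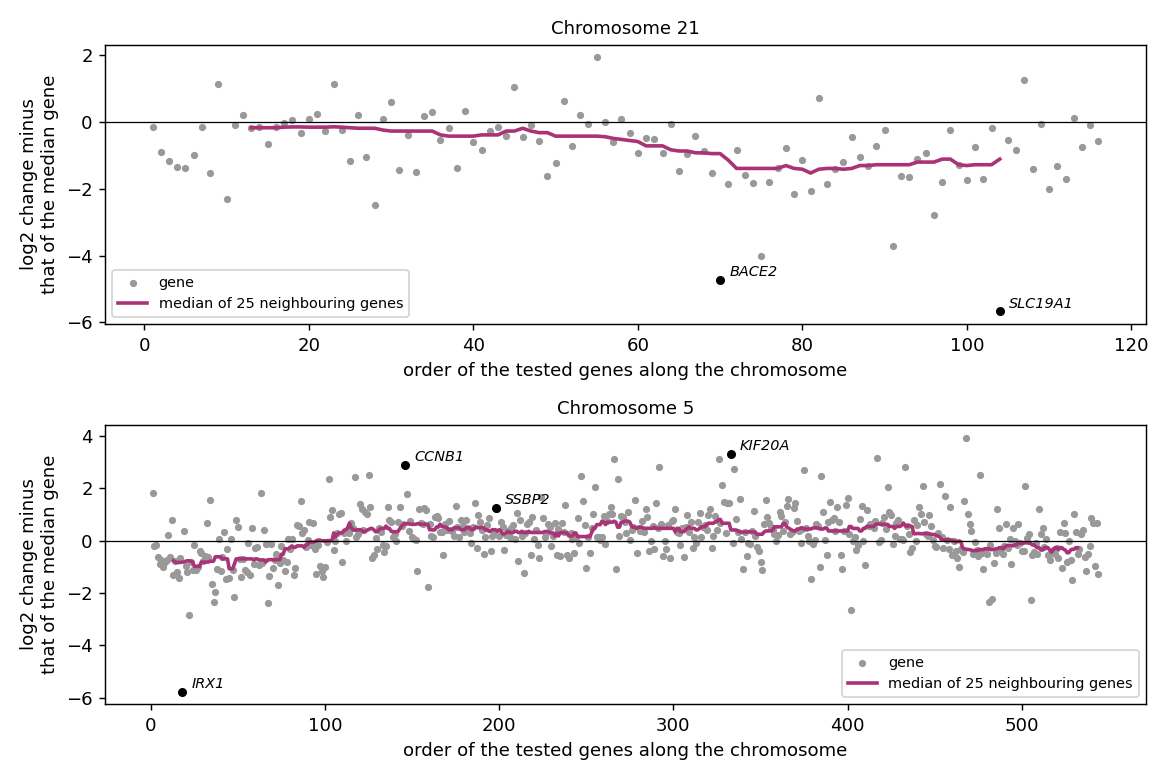
Log2 change minus that of the median gene, for the tested genes of chromosome 21 (top) and chromosome 5 (bottom) in their order along the chromosome, with the running median of 25 neighbouring genes as a line. On chromosome 21 the line reaches -1.52 in a window that holds BACE2 and lies between -1.30 and -1.11 in the windows that hold SLC19A1, and on chromosome 5 it goes from -1.07 near the start to 0.81 further along.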

Values the study reported

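In Saos-2 cells, the study reported array ratios of resistant over sensitive cells of 4.44 for PIK3R3, 2.05 for EEF1A1, 2.03 for SSBP2 and 2.19 for ATG10. For EEF1A1, it gave a ratio of 1.85 ± 0.15 (SE) by real-time RT-PCR.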

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

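Scaling to the hybridisation controls was chosen after the data were seen, the other settings before. Against 3920 probe sets in the main setting, 2199 were called by the methods' t-test with unequal variances (482 higher, 1717 lower) and 3191 with equal variances. Without a fold threshold 9555 were called (2448 higher, 7107 lower), and treat called 4360 lower; these 2 settings drop or relax the fold threshold by construction. Scaling moved the split: probe sets were 1637 higher and 1644 lower after quantile normalization, 1764 and 1636 with 75th percentile scaling, and 686 and 4862 with hybridisation control scaling. For genes the counts were 819 higher and 740 lower, 833 and 763, and 353 and 2218. After quantile normalization 1261 of the 1864 genes called in the main setting were among the calls. With unequal variances 303 genes were higher. Without a fold threshold 5230 genes were called (1365 higher, 3865 lower), and with treat 3214 (808 higher, 2406 lower). Leaving out each array gave 3630 to 4009 probe sets (841 to 1103 higher, 2543 to 3010 lower) and 1730 to 1897 genes (449 to 571 higher, 1159 to 1448 lower).

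The 8 gene lists called became 0 with an estimated correlation, 6 without shared-sequence probe sets and 7 with 75th percentile scaling. They were 8 to 10 on leaving out each array. The 1 chromosome called became 0 with an estimated correlation and 2, with chromosome 5 added, with no further scaling, with hybridisation control scaling and as the mean of probe sets, and 1 to 2 on leaving out each array (2 without sensitive replicate 3 and without resistant replicate 3). IDI1 changed sign without shared-sequence probe sets (-0.41). For single named genes, 2245 comparisons with an alternative kept the side of the threshold, 91 lost it, 16 gained it and 1 reversed. The methods' t-test ended the call of 22 named genes with unequal variances, among them ADRA2A, ALDOC, ARSB, BANCR, CCND1, COL10A1, COL1A2, FOXP2, HLA-DRB1, ID1, IFIH1, IFITM3, IGFBP4, KRT18, LOC151760, NGFR, NID2, OMD, PDK1, ST6GAL2 and STARD4, and of 8 with equal variances, among them ADRA2A, CCND1, COL10A1, HLA-DRB1, ID1, IFIH1 and OMD. Quantile normalization ended 11 and scaling to the 75th percentile or the hybridisation controls 9 each. Except for the fold threshold settings, the cause was not tested. The replicate numbers did not pair the arrays: deviations from the group means correlated at 0.0084, 0.117 and -0.0545 for arrays numbered 1, 2 and 3. With the replicate number as a block, 3978 probe sets and 1879 genes were called. The ratio of 3' to 5' signal differed by -0.0475 for GAPDH alone and -0.00549 for ACTB alone. The planned result without a named probe set gave no value under any setting. Probe sets dim in 1 group bound the size of the largest changes.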

Other observations

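The gene groups and tests in this part were chosen after the values were seen, with exceptions. These are the tests of mitotic genes outside chromosome 5, of other splits of the arrays and of the 3' to 5' ratio. Enzymes that load tRNAs in the cytosol were lower in resistant cells, 11 of 17 tested with 0 higher, against 9 and 1 after quantile normalization (camera adjusted p = 3.19e-05; adjusted p = 0.212 with an estimated correlation). AARS1 fell by 2.15 (SE 0.12), EPRS1 by 2.10 (SE 0.11), WARS1 by 1.96 (SE 0.12), GARS1 by 1.69 and TARS1 by 1.56. Of the 15 mitochondrial enzymes of the same kind, 3 fell (camera adjusted p = 0.59), against 1 lower and 1 higher after quantile normalization, and the difference between these lists was not tested. Histone genes of the cluster on chromosome 6 were higher, 8 of 22 with 0 lower (camera adjusted p = 1.34e-06; adjusted p = 0.0975 with an estimated correlation), among them H2BC4 by 2.28 (SE 0.38), H3C2 by 1.34 (SE 0.36) and H1-2 by 1.11 (SE 0.17). The cluster lies in a region of chromosome 6, from MRS2 to H2BC17, which also holds other genes such as BTN2A1 and in which 9 of 41 genes were higher and 0 lower, so that the rise is not shown to belong to histone genes alone. Among 6 desmosome genes, which join neighbouring cells, 4 fell, led by DSG2 at -3.58 (SE 0.17) and DSC2 at -3.09 (SE 0.22). The list did not pass (camera adjusted p = 0.0839, and adjusted p = 0.212 with an estimated correlation). It passed after quantile normalization with the preset correlation (camera adjusted p = 0.0157), where the number lower was 2.

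Genes were also taken in their order along the chromosomes, in windows of 25, against 1000 shuffled gene orders, in which the lowest window was -0.82 and the highest 0.84. There were 8 regions below and 5 above the range that 95% of the shuffles kept to. Besides chromosome 21, lower regions ran from PLEKHG4B to SELENOP at the start of chromosome 5, with 41 of 86 genes called lower and 4 higher, from DNAJC19 to LMLN at the end of chromosome 3, with 33 of 75 lower, and from FLVCR1 to RAB4A on chromosome 1, with 35 of 67 lower and 2 higher. The strongest window of each lay below all shuffles, at -1.07, -0.86 and -0.86. The lower region of chromosome 5 holds MTRR and TARS1, and GART lies on chromosome 21, whose genes were lower as a group. The falls of these genes are therefore not shown to belong to the folate, purine or tRNA lists alone. On chromosome 5 higher regions ran from UBE2B to ETF1, with 8 of 28 genes higher, and from CAMK4 to CDC42SE2, with 7 of 41 higher and 2 lower. Their strongest windows, at 0.81 and 0.74, were matched in 2 and 13 of the 1000 shuffles. No higher region lay above all shuffles, the highest window observed being 0.82.

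The fall on chromosome 21 ran from SMIM11 to PRMT2, the last gene tested, with 41 of 68 genes lower, 1 higher, and 88.2% below the median gene, against 14 of 48 lower, 0 higher and 72.9% below the median gene in the rest of the chromosome. The region was bounded by its low windows, so this contrast is no independent test. Brightness-dependent scaling is argued against: after quantile normalization the median of the chromosome 21 genes was still -0.71 relative to the median gene, below each of 10000 lists matched on brightness, the lowest of which was -0.27. The lowest window, -1.52, which holds BACE2, and the 13 windows that hold SLC19A1, from -1.30 to -1.11, lay below all 1000 shuffles, so that loss of a segment may be one explanation, but genes regulated together in a domain would give the same values and no DNA was measured in the arrays used here. SLC19A1, at -5.67 relative to the median gene, fell far more than its neighbours, so a segment shift of that size could not account for its fall alone.

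EEF1A1, which the study followed up, rose on 1 mid-level probe set and was not called on its 4 bright ones, which can share sequence with other transcripts. It was called at gene level without shared-sequence probe sets (1.03). Saturation may hide a rise there: none of the 140 probe sets at a log2 level of 9 or more was called by limma, 19 having an unadjusted p under 0.05, and their largest change was 0.85 in size, but abundant transcripts held steady would look the same, and the explanations cannot be told apart on these arrays. The study's real-time RT-PCR ratio for EEF1A1, not analysed here, ran with a rise. For the dimmest EEF1A1 probe set, saturation is argued against by its level alone, which is far below a log2 level of 9. Its change lay 1.58 (SE 0.26) below that of the probe set that rose. This SE takes the probe sets as independent, although both were read on the same arrays.

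With median scaling most calls were falls, on arrays whose 75th percentile was lower. The medians used for scaling, 11.9 to 13.5, lay close to background. Controls without added target had 95th percentiles of 8.37 to 11.97. Of the called probe sets 26.5% were higher, but 49.9% after quantile normalization and 51.9% with 75th percentile scaling. The log2 ratio of 3' to 5' signal of GAPDH and ACTB differed by -0.0265 and was not higher in resistant arrays, so it gave no sign of RNA degradation. It cannot exclude degradation, because it rests on these transcripts alone and saturation of their probe sets was not tested. With each array scaled to its hybridisation controls, the median probe set had a change of -0.46. Less labelled RNA on the resistant arrays could give this. Fewer transcripts in the cells could do so only if the RNA loaded followed the number of cells. The study states that labelling was done to the specifications of the manufacturer. The values used here hold neither the RNA loaded nor the RNA per cell, so the cause stays open.

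Since 5 of the mitotic genes, among them CCNB1 and KIF20A, lie on chromosome 5, a gain of that chromosome was tested as the source of the mitotic rise. The 25 mitotic genes elsewhere had 23 higher and a median of 1.78 relative to the median gene. This lay above each of 10000 lists matched on brightness, the highest of which was 0.42. It argues against a gain of chromosome 5 as the whole cause. The 5 on chromosome 5 had a median of 2.73, and the difference between the parts was not tested. The mitosis list was not a blind choice, so its rise above matched lists is not independent evidence.

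The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 3920 probe sets and 1864 genes, and the highest other split gave 0 by limma for both, with 829 probe sets and 221 genes at an unadjusted p under 0.05. It gave 8 gene lists against 4 in the highest other split, and 1 chromosome, a count that 6 of the 10 splits reached, the real one included. In the other splits chromosome 21 had an adjusted p down to 0.000295 against 4.4e-07. Mitosis was the list with the lowest camera adjusted p in every split, down to 7.66e-12 in the other splits against 1.19e-23 in the real one. Each other split leaves 2 arrays of 1 group on a side, so genes that move together still part its groups.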
